A study of Canna indica with 2 samples (transcriptomic, total RNA). Its data were reported in "Temporal-Spatial Transcriptome Analyses Provide Insights into the Development of Petaloid Androecium in Canna indica" (2016).

How the data were processed

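RNA-Seq was performed on flowers of Canna indica, an ornamental monocot of the Zingiberales whose flower carries petal-like sterile stamens called petaloid staminodes. 2 libraries were analysed. The flower primordium (FP) library was made from flower primordia. The differentiated flower (DF) library was made from RNA of young to nearly full-size flowers of several length classes, mixed in equal parts. Each stage was represented by 1 library, so no variation between plants could be measured. Per the labels, a TruSeq RNA kit was used for the FP library and an ordinary RNA-Seq procedure for the DF library, whereas the study's methods describe one procedure for both.

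The authors removed adapter-containing and low-quality reads, assembled each library separately with Trinity, and merged both assemblies into one reference set of unigenes, since no genome sequence was used here. In this set, unigenes that resemble each other carry the prefix CL and a cluster number, and the remaining ones (singletons) carry the prefix Unigene. Clean reads were then aligned to the unigenes with SOAPaligner/SOAP2, few mismatches being allowed. The authors deposited raw read counts, that is, the whole number of uniquely matched reads per unigene in each library, with no normalization. By this description, reads that matched several unigenes equally well were not counted, which would lower the counts of nearly identical members of a cluster. Unigene lengths, sequences, annotations and genome coordinates were not in the files analysed here. RPKM values could therefore not be computed, and expression is given as reads or as CPM, the read count divided by the total of its library and brought to a common scale. The reads of the assembly and of the quantification came from the same libraries.

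Grouping followed the developmental stage given for each sample. The totals were 36393804 reads in FP and 36749397 reads in DF. At these depths 1 read equals 0.02748 CPM in FP and 0.02721 CPM in DF, and the smallest share taken as measurable (3 reads) was 0.08243 CPM and 0.08163 CPM. A unigene was called detected at 0.3 CPM, which corresponds to at least 11 reads in FP and 12 in DF. This is the study's RPKM cutoff without its length term, so that short unigenes are called detected less readily than under RPKM. Library sizes were scaled with TMM (edgeR 4.0.16, R 4.3.3), giving factors of 1.132 for FP and 0.8836 for DF. Log2 fold changes are DF over FP, computed as the log2 ratio of TMM-scaled counts after adding a pseudocount of 0.5 reads, which understates the change of unigenes with few reads.

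Differential expression was tested per unigene with an exact conditional binomial test (double the smaller tail) of the DF reads among all reads of the unigene, the null share being set by the TMM library sizes. This is the read-sampling model of the authors' DEGseq analysis with an exact test in place of the normal approximation. Before DEGseq, the authors scaled the counts by a normalization factor from edgeR, and TMM was used here for that step. P-values were converted to Storey q-values with a smoothing spline (3 degrees of freedom, lambda from 0.05 to 0.9 in steps of 0.05), and the estimated share of unchanged unigenes was 0.7388. Unigenes with a q-value below 0.001 and an absolute log2 fold change of at least 1 were called FP-higher or DF-higher, as in the study. All 118190 unigenes had at least 1 read in total and were tested. Intervals of fold changes are exact 95% intervals from Clopper-Pearson bounds, and those of shares are Wilson 95% intervals. These q-values and intervals describe read sampling only. The edgeR quasi-likelihood test could not be fitted, because no dispersion can be estimated from 1 library per stage. On simulated counts with the depths of the real libraries, 200 unigenes were changed by a log2 fold change of 2. All were drawn from unigenes with at least 100 reads in total. The exact test recovered 199 of them and called 0 unchanged unigenes. The simulation held read-sampling noise only, few changed unigenes and no trend with read count. It therefore does not measure the power at low counts or the false calls in the real data.

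The 51 MADS-box unigenes, their A, B or C class and the names CiAP1-1, CiGLO-1 and CiAG-1 are the authors' annotation. Identifiers alone were taken from the study, and every value was computed from the counts. The 51 were those that the authors also detected in young petals or petaloid staminodes, and the petal and staminode libraries themselves were not analysed here. Their direction of change was compared with that of all other unigenes by Fisher's exact test. The unigenes named in the text were fixed by rule: the A and C class unigenes and CiGLO-1, the 3 most abundant unigenes of each library, and the 3 largest and 3 smallest log2 fold changes among called unigenes with at least 100 reads in each library. Alternatives were total counts or DESeq2 1.42.0 size factors in place of TMM, the normal approximation of DEGseq (MARS), edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.1, 0.2 or 0.4, Benjamini-Hochberg adjustment, a minimum of 10 reads in total, a pseudocount of 2, and other detection cutoffs. The groups, designs and these alternatives were fixed before the count files were opened. Alternatives added after the data had been seen were scalings on the median log2 fold change of unigenes of high or of low read count, and total counts together with MARS. The last was chosen with the numbers given by the study in view. In MARS, zero counts were replaced by 0.5, a choice made here.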

Results

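To follow gene expression from the flower primordium to the differentiated flower of C. indica, read counts were compared between the FP and DF libraries over one common set of 118190 unigenes. The set comprised 75101 singletons and 43089 unigenes placed in 11609 clusters of similar sequences. In FP, 36393804 reads were counted, and in DF 36749397, so the depths of the libraries differed little. The median unigene had 21 reads in FP and 17 in DF. The middle part of the distribution (lower to upper quartile) ran from 8 to 84 reads in FP and from 5 to 74 in DF. Unigenes in clusters took 37.11% of the FP reads and 38.16% of the DF reads. Each stage had 1 library (no replicates). Because the labels also describe a different library preparation for each stage, developmental stage and preparation could not be told apart in any comparison.

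The number of reads was spread less evenly over unigenes in DF. The 10 most abundant unigenes accounted for 3.47% of the FP reads (Wilson 95% interval 3.4639 to 3.4758%) and 5.906% of the DF reads (5.8988 to 5.914%), a difference far beyond read sampling. For the 100 most abundant unigenes the shares were 11.59% and 15.05%. In FP the leading unigenes were Unigene12930_All with 237936 reads, Unigene3017_All with 210445 reads and CL3697.Contig1_All with 155578 reads. CL3697.Contig1_All was the most abundant unigene in DF, where it had 853725 reads (2.323% of the library), followed by CL11362.Contig1_All with 323905 reads and Unigene10708_All with 185090 reads. All of the DF leaders were DF-higher. Their log2 fold changes were 2.8 (exact 95% interval 2.79 to 2.81) for CL3697.Contig1_All, 2.34 (2.33 to 2.35) for CL11362.Contig1_All and 2.62 (2.61 to 2.64) for Unigene10708_All. Unigene12930_All and Unigene3017_All were lower in DF, with log2 fold changes of -0.513 (-0.522 to -0.503) and -0.707 (-0.718 to -0.696). Under TMM these did not reach the fold-change threshold. For Unigene3017_All this rested on the scaling. Before TMM it had 5782.4 CPM in FP and 2766 CPM in DF, a drop that exceeds the threshold.

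The first comparison asked which unigenes were expressed at each stage. At 0.3 CPM, 79911 unigenes (67.61%) were detected in FP and 69610 (58.9%) in DF. Of these, 61081 were detected at both stages, 18830 in FP only and 8529 in DF only, and 29750 fell below the cutoff in both libraries. Being below the cutoff seldom meant that no read was present. Only 5717 unigenes had no DF read, and 3402 had no FP read. Among well-covered unigenes, complete absence from one stage was rare: 107 unigenes had at least 100 reads in DF and none in FP, and 19 had at least 100 reads in FP and none in DF. These sets depended strongly on the cutoff. With a cutoff of 1 read, the FP-only set shrank to 5717 unigenes. No unigene could lie below that cutoff in both libraries, since every unigene analysed had at least 1 read in total.

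The distribution of low counts had a different shape in each library. In DF the number of unigenes was largest at 1 read (5788 unigenes) and decreased from there. In FP it dipped between 1 and 3 reads (2779 unigenes with 3 reads), rose to a maximum of 4240 unigenes at 7 reads and decreased at higher counts.

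**Figure D1:**
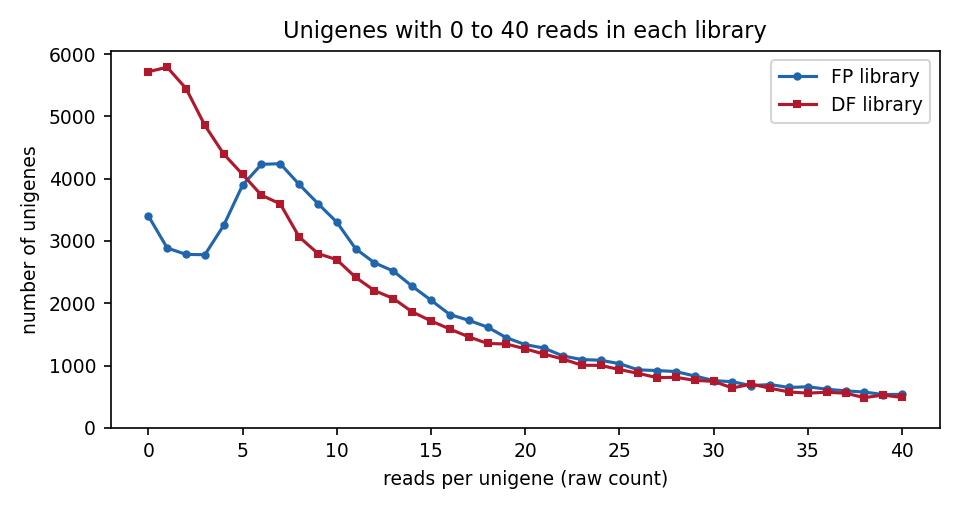
Number of unigenes (vertical axis) against the raw number of reads per unigene from 0 to 40 (horizontal axis) in the FP library (circles) and the DF library (squares). The DF curve peaks at 1 read with 5788 unigenes, while the FP curve dips at 3 reads with 2779 unigenes and peaks at 7 reads with 4240.

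The second comparison asked which unigenes were differentially expressed between the stages. The counts of both libraries were correlated across unigenes (Spearman's rho 0.7914, Pearson's r of log2 CPM after adding 1 0.9337), although unigenes are not independent replicates. In the exact binomial test, 31678 unigenes had a q-value below 0.001, of which 10966 changed by less than a log2 fold change of 1. The remaining 20712 unigenes (17.52%) passed both thresholds. Of these, 13212 had the larger normalised count in DF (DF-higher) and 7500 in FP (FP-higher). Clustered unigenes and singletons were called at similar rates, 17.25% and 17.68%. No unigene with fewer than 11 reads in total passed both thresholds, so changes in such unigenes were not detectable at this depth. Since these tests account for read sampling but not for differences between plants, the calls have no replicate check. Under an assumed BCV of 0.4 in edgeR's exact test, 649 DF-higher and 86 FP-higher unigenes remained. The balance between the directions also changed with the scaling, as total counts in place of TMM gave 8912 DF-higher and 13484 FP-higher unigenes.

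**Figure D2:**
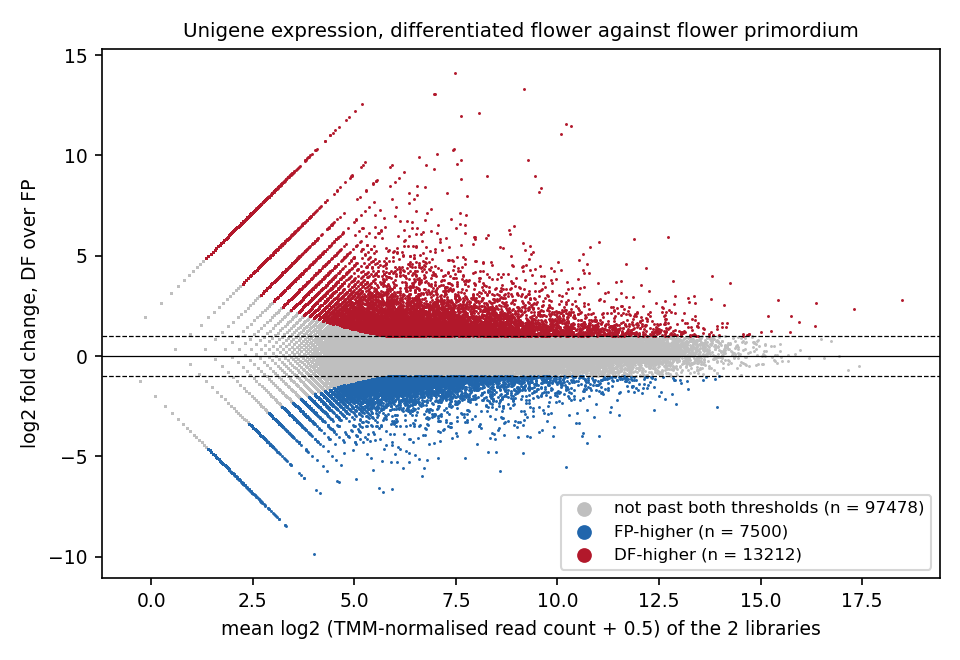
Log2 fold change of DF over FP (vertical axis) against the mean log2 TMM-normalised read count of both libraries (horizontal axis), 1 point per unigene, with dashed lines at a log2 fold change of 1 and -1. The 13212 DF-higher and 7500 FP-higher unigenes lie outside the dashed lines, and at low counts only larger changes pass the q-value threshold.

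The log2 fold change was not independent of the read count. Its median was -0.879 over the 18668 unigenes with up to 10 reads in total, -0.285 over the 33105 unigenes with more than 10 and up to 30 reads, and 0.0466 between 100 and 300 reads. It reached 0.297 over the 1358 unigenes with more than 10000 reads. Correspondingly, 32.4% of the unigenes in the lowest class and 71.8% in the highest were higher in DF. In the highest class 171 unigenes were DF-higher and 35 were FP-higher. The calls did not follow the sign of the median in lower classes. Between 10 and 30 reads, 2214 unigenes were DF-higher and 767 FP-higher despite the negative median. Between 30 and 100 reads (median -0.0505) the numbers were 3773 and 2629. No unigene with up to 10 reads was called. The test did not treat the directions alike at low counts. The TMM library size was smaller for DF than for FP (log2 of DF over FP -0.3432). A unigene with DF reads only therefore passes the q-value threshold at fewer reads than one with FP reads only. Part of the excess of DF-higher calls between 10 and 30 reads can come from this. How large that part is was not measured.

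Among called unigenes with at least 100 reads in each library, the strongest up-regulation in DF was found for Unigene12315_All, which rose from 983 reads in FP to 46684 in DF (log2 fold change 5.91, exact 95% interval 5.82 to 6.01). CL6105.Contig1_All rose from 571 to 25346 reads (5.81, 5.7 to 5.94) and Unigene111_All from 329 to 13208 reads (5.67, 5.51 to 5.83). The strongest down-regulation was that of Unigene13947_All, from 9051 reads in FP to 155 in DF (log2 fold change -5.52, exact 95% interval -5.76 to -5.3). Unigene9363_All went from 8575 to 341 reads (-4.31, -4.47 to -4.15) and Unigene7979_All from 2924 to 139 reads (-4.05, -4.31 to -3.81). No annotation of these unigenes was in the files analysed here. Their intervals exclude the fold-change threshold by a wide margin, and they reflect counting error alone.

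The third comparison concerned the MADS-box unigenes, which encode transcription factors that include most of the A, B and C class regulators of floral organ identity. All 51 listed unigenes were present in the files, with 10 to 15106 reads in total. 43 of them (84.31%, Wilson 95% interval 71.99 to 91.83%) had a higher normalised count in DF than in FP, against 56010 of the 118139 other unigenes (47.41%). The shares differed in Fisher's exact test (p = 6.06e-08, odds ratio 5.96), which treats unigenes as independent although members of a cluster are not. 28 of the 51 were DF-higher, none was FP-higher, and 23 did not pass both thresholds. The median log2 fold change was 1.33, and values ranged from -0.797 to 9.18. At the upper end was Unigene68926_All, with no FP read and 228 DF reads. Its value depends on the pseudocount, and its interval had a lower bound of 6.28 and no upper bound. Its high number also places it among singletons whose fold changes may be inflated by the assembly (see Other observations). 8 of the unigenes had fewer than 30 reads in total, too few to show moderate changes. With total counts as library sizes, 37 of the 51 were higher in DF and the share among other unigenes fell to 35.21% (Fisher's exact p = 6.97e-08).

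**Figure D3:**
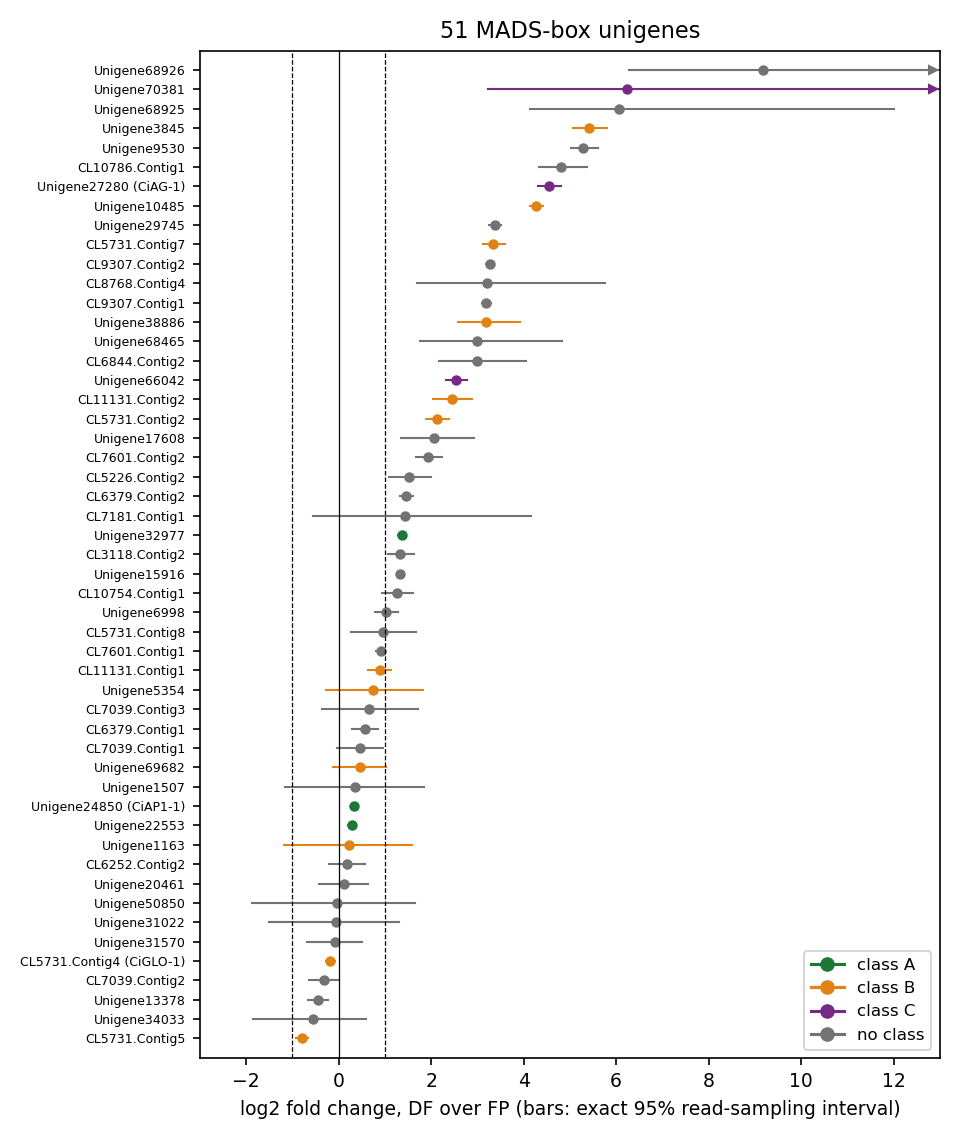
Log2 fold change of DF over FP (horizontal axis) of the 51 MADS-box unigenes (rows, ordered by value and coloured by class), with bars for the exact 95% read-sampling interval, arrowheads where no upper bound exists, and dashed lines at 1 and -1. The values range from -0.797 to 9.18, and all 3 class C unigenes lie above 1.

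The size of the change varied between and within the classes. No test compared the classes, and the range of class B overlapped those of A and C. The A class unigenes, homologs of APETALA1, were abundant at both stages. CiAP1-1 (Unigene24850_All) had 2463 reads in FP and 2458 in DF, or 67.68 and 66.89 CPM before TMM scaling. After scaling its log2 fold change was 0.34 (exact 95% interval 0.259 to 0.421, q = 1.28e-15 in the exact binomial test), below the fold-change threshold. Unigene22553_All behaved alike, with 2254 and 2167 reads and a log2 fold change of 0.286 (0.201 to 0.372, exact binomial q = 2.88e-10). Unigene32977_All was DF-higher, with 2028 and 4113 reads and a log2 fold change of 1.36 (1.29 to 1.44, exact binomial q = 2.05e-283). The sign of the CiAP1-1 change rested on the scaling, as its log2 fold change with total counts was -0.017 (exact binomial q = 0.524). At a BCV of 0.4 in edgeR's exact test, CiAP1-1 was far from passing the q-value threshold.

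All 3 C class unigenes, homologs of AGAMOUS, were DF-higher. CiAG-1 (Unigene27280_All) increased from 138 reads in FP (3.792 CPM) to 2552 in DF (69.44 CPM), a log2 fold change of 4.55 (exact 95% interval 4.3 to 4.81), with a q-value below the smallest number the software represents. Unigene66042_All increased from 203 to 932 reads (2.54, 2.32 to 2.77, exact binomial q = 2.25e-151). Unigene70381_All had no FP read and 29 DF reads (exact binomial q = 5.54e-10). Its log2 fold change of 6.23 depends on the pseudocount, and the interval had a lower bound of 3.23 and no upper bound. The high numbers of Unigene66042_All and Unigene70381_All place them among singletons whose fold changes may be inflated by the assembly (see Other observations). Of the alternatives, total counts changed CiAG-1 most, to a log2 fold change of 4.19, and it still passed both thresholds in edgeR's exact test at a BCV of 0.4 (q = 0.000523).

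Of the 12 B class unigenes, 10 had a higher normalised count in DF, and the median log2 fold change was 1.51. The changes varied in size, with 6 DF-higher, none FP-higher and log2 fold changes from -0.797 to 5.41. CiGLO-1 (CL5731.Contig4_All), a homolog of GLOBOSA, had 2071 reads in FP and 1442 in DF. Its log2 fold change of -0.179 (exact 95% interval -0.277 to -0.0814, q = 0.000845 in the exact binomial test) was small against the fold-change threshold. With total counts it was -0.536, and at a BCV of 0.4 the q-value in edgeR's exact test was 1. CL5731, the cluster of CiGLO-1, contained other B class unigenes that differed in direction. CL5731.Contig5_All fell from 1684 to 764 reads (log2 fold change -0.797), whereas CL5731.Contig2_All rose from 176 to 610 reads (2.13) and CL5731.Contig7_All from 160 to 1284 reads (3.34). Summed over all 10 members of the cluster, there were 4734 reads in FP and 4905 in DF, and the log2 fold change was 0.394 (0.336 to 0.452). By the authors' description only uniquely matched reads were counted. The division of reads among these similar unigenes, and so their individual values, therefore remains uncertain.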

Values the study reported

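The study merged its assemblies into 118,869 unigenes, and used 36,393,804 reads of FP and 36,749,397 reads of DF for mapping. At a threshold of 0.3 RPKM it reported 95,602 unigenes expressed in FP and 86,516 in DF, with 77,972 expressed at both stages. By DEGseq, 17,131 unigenes were reported as down-regulated and 10,385 as up-regulated in DF compared with FP. Of 51 MADS-box unigenes, 37 (72.5%) were reported to be expressed higher in DF than in FP. CiAP1-1 was described as nearly unchanged, CiGLO-1 as moderately down-regulated and CiAG-1 as up-regulated in DF.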

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

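Of 65 alternative values, 47 were taken as unchanged, 17 moved and 1 reversed in sign. A number of unigenes or clusters was taken as unchanged within 1.5 times its main value. Values in this class could still shift. With total counts, the log2 fold change of CiGLO-1 went from -0.179 to -0.536. CiAP1-1 kept its log2 fold change at a BCV of 0.4 but no longer passed the q-value threshold. The excess of MADS-box unigenes higher in DF kept its direction and its side of the test threshold under every alternative tried. CiAG-1 was followed under total counts, DESeq2 size factors, the pseudocount of 2 and a BCV of 0.4, and passed both thresholds under each. CiGLO-1, followed under the same alternatives, stayed lower in DF and short of the fold-change threshold. Its q-value alone was not stable (0.0527 in the exact binomial test with DESeq2 size factors). CiGLO-1 was not computed under the scaling on unigenes with 10 to 100 reads. That scaling raises log2 fold changes more than DESeq2 size factors do (log2 scaling -0.5305 against -0.415). With total counts (log2 scaling 0.01403) the log2 fold change of CiGLO-1 was -0.536. Under the scaling on unigenes with 10 to 100 reads it would therefore turn marginally positive. That reversal is not counted among the 65 values. Benjamini-Hochberg adjustment, the minimum of 10 reads, the pseudocount of 2, DESeq2 size factors and MARS each left the numbers of FP-higher and DF-higher unigenes within 1.5 times the main values.

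The largest losses came from assuming variation between plants, which 1 library per stage cannot measure. At a BCV of 0.1, the clusters with members in both directions fell from 271 to 171. At a BCV of 0.2, 1533 FP-higher and 5103 DF-higher unigenes and 16 such clusters were left, and at a BCV of 0.4, 86, 649 and 1. DF-higher unigenes outnumbered FP-higher ones at each BCV.

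The scaling of the libraries moved the balance of directions. Total counts gave 13484 FP-higher unigenes against 7500 with TMM. The log2 fold change of CiAP1-1 went from 0.34 to -0.017, a switch of sign to a value that read sampling alone can explain. Total counts together with MARS, chosen after the data had been seen and with the study's own numbers in view, gave 16809 FP-higher and 10307 DF-higher unigenes. Scaling on the median log2 fold change of unigenes with over 1000 reads, likewise added afterwards, gave 11663 FP-higher unigenes. TMM trims and weights unigenes, and the difference in log2 scale between it and total counts is the same for every unigene, so it matters most for those near the fold-change threshold.

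The detection cutoff set the size of the detected sets. A cutoff of 1 read gave 112473 unigenes in DF, 5717 in FP only and 3402 in DF only. A cutoff of 1 CPM gave 45575 in FP, 41826 in DF, 9280 in FP only and 5531 in DF only. FP had more detected and more stage-specific unigenes at every cutoff. Thinning DF to the depth of FP had little effect, as the depths differed little. At these depths 0.3 CPM is 11 or 12 reads, so many unigenes near the cutoff change sides by read sampling alone. Leaving out a replicate and regrouping the samples were not possible with 1 library per stage.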

Other observations

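Which stage had more differentially expressed unigenes depended on the scaling. The number of FP-higher unigenes here was 7500. That is lower than the value quoted from the study above. With total counts and MARS it was 16809, with 10307 DF-higher unigenes, and the excess then lay on the FP side. The study's methods state that counts were adjusted by an edgeR scaling factor before the test, without saying how that factor was computed. Why the numbers differ was therefore not resolved. The alternative with total counts and MARS was picked with the study's numbers in view, so its closeness to them is no independent evidence of how the counts were scaled. The number of MADS-box unigenes higher in DF with total counts, an alternative fixed beforehand, equals the one quoted from the study above. RPKM divides by library totals, so that equality bears on the RPKM values and not on the scale used in the test. A second question is why the scalings disagree. The abundant DF unigenes account for a small part, because leaving out 135 unigenes (the 100 most abundant of each library) moved the scaling only 18.7% of the way from total counts to TMM. The dependence of the fold change on read count may bear on it as well. Scaled on unigenes with over 1000 reads, DF-higher minus FP-higher unigenes was -1741, and scaled on unigenes with 10 to 100 reads it was 11150. The side with more called unigenes thus depends on the read class used for scaling. These values follow from the trend itself, because each scaling centres the fold changes on the median of its own class. They cannot show that the trend causes the gap between TMM and total counts. The prediction was made only after the trend had been seen. No test here says which scale is right, and the net direction of change between the stages is therefore undetermined.

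The read-count trend itself may come from the assembly. Unigenes with up to 10 reads differed in median log2 fold change by -1.14 from unigenes with over 1000 reads, and by -1.13 after DF was thinned to the FP depth. The totals were nearly equal from the start (36393804 reads in FP and 36749397 in DF). Thinning could therefore hardly change the value, and no conclusion is drawn from it. In FP, unigenes with 1 to 3 reads were 0.683 times as many as those with 6 to 8 reads, against 1.55 times in DF, a comparison chosen after the counts had been seen. Such a deficit would arise if sequences with few FP reads could not be assembled while most low-count unigenes were built from FP reads. Singleton numbers gave a sharper test. When the 75101 singletons were ordered by number and cut into 10 equal blocks, the block medians of the log2 fold change spanned 3.76. In the first 4 blocks (numbers 1 to 30061) the median was 0.102 and almost no unigene lacked reads in either library. In blocks 6 to 8 (37602 to 60149) it was -1.24, 10.28% of the unigenes had no DF read and 0.0577% had no FP read. In block 10 (67712 to 75254) it was 2.46, 23.69% had no FP read and 0.3995% had no DF read. Blocks 5 and 9 were less clear. In block 5 (30062 to 37601) the median was -0.527. In block 9 (60150 to 67711) it was -0.108, and 537 unigenes had no FP read while 1095 had no DF read. Inside the first 4 blocks the median log2 fold change of unigenes with more than 10 and up to 30 reads differed by 0.0728 from that of unigenes with over 1000 reads, whereas over all singletons the difference was -0.67. The prediction for this test was made after the block medians had been seen but before the test was run. A hypothesis is that the numbers preserve which library's assembly contributed a singleton, though not cleanly in blocks 5 and 9. Counting the same library's reads on such a singleton would then inflate its fold change. Of the singletons in blocks 6 to 8, 2004 were FP-higher and 107 DF-higher, and in block 10, 44 and 2574. In block 5 the numbers were 742 and 441. In block 9 they were 34 and 1118, although more of its unigenes lacked DF reads than FP reads. The median unigene of block 9 had 10 reads in total. Just above such counts the test passes DF-higher unigenes more readily, which can account for part of this imbalance. Stage-specific transcripts would also be assembled from one library only, so a biological difference cannot be told apart from this explanation without the sequences of the separate assemblies. Unigene length, GC content, contamination with other organisms and the difference in library preparation given by the labels were not tested, and none of them is excluded.

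In the first 4 blocks of singletons, both libraries covered nearly every unigene. There were 2512 FP-higher and 3702 DF-higher unigenes under TMM and 4561 and 2267 under total counts. Both scales were those of the whole libraries and were not estimated anew in these blocks. Going from TMM to total counts shifts every unigene alike, so calls had to move towards FP. Whether the scalings would still disagree if fitted to these blocks alone was not tested.

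The preference of the MADS-box unigenes for DF was not explained by their read counts. None of 10000 random sets of 51 other unigenes matched on read count had as many members higher in DF (permutation p = 0.0001, the smallest these draws can give). The sets averaged 28.8 members higher in DF and reached 42 at most, against 43 observed. Without the last 2 blocks of singletons, 37 of the 45 remaining MADS-box unigenes were higher in DF, against 44% of other unigenes (Fisher's exact p = 1.95e-07). Blocks 6 to 8, where FP-higher unigenes prevailed, stayed in. The share among other unigenes was 47.41% with all blocks, so this check leans towards keeping the excess. The list was not drawn independently of stage, since it holds the MADS-box unigenes detected in young petals or petaloid staminodes. Both organs belong to the differentiated flower. The effect of this selection, and of the library preparation, cannot be tested with the 2 libraries.

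Clusters held unigenes that moved in opposite directions less often than under random membership. Of the 1563 clusters with 2 or more called unigenes, 271 had at least 1 FP-higher and 1 DF-higher member. In 1000 permutations of cluster membership within 10 classes of read count there were 621 to 746 such clusters, so similar unigenes tended to change together. Among the 271, the called members summed to a log2 change within 1 in 202 (74.54%), against 187 on average and 167 to 206 in mock clusters of unigenes matched on direction and read count (permutation p = 0.002). The excess is small. It is consistent with reads being divided differently among near-identical unigenes in some clusters. Whether such unigenes are alleles, isoforms or separate genes was not tested.

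Neighbouring singleton numbers were examined as possible fragments of one transcript. The Spearman correlation of log2 fold changes, across singletons, was 0.493 for numbers 1 apart and 0.448 for numbers 1000 apart. The difference of 0.0454 was below the margin of 0.1 set beforehand, so fragments numbered in sequence were not found to matter. Among singletons with at least 100 reads the correlations were 0.0636 and 0.0188. The high values over all singletons go with the blocks described above.

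The median DF to FP ratio of raw counts among the 109071 unigenes with reads in both libraries was exactly 0.75, a value shared by 831 unigenes with a median of 14 reads in total. DESeq2 size factors for the libraries rest on this ratio, and so on small whole numbers. The totals of both count files equal the read numbers that the study gives for the mapping of FP and DF. If those are all reads put into the alignment, every read would have had to match uniquely. Whether the study's numbers are of uniquely matched reads, or the counts hold other reads too, was not resolved. According to the study, only part of the reads of each library served for quantification.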
